# Rapid and robust isolation of microglia and vascular cells from brain subregions for integrative single-cell analyses

**DOI:** 10.1016/j.heliyon.2024.e35838

**Published:** 2024-08-05

**Authors:** Efthalia Preka, Alejandro Lastra Romero, Ying Sun, Yara Onetti Vilalta, Thea Seitz, Adamantia Fragkopoulou, Christer Betsholtz, Ahmed M. Osman, Klas Blomgren

**Keywords:** Neuroinflammation, Vascular disease, Endothelial cells, Pericytes, RNA sequencing

## Abstract

Cell isolation protocols from brain tissue include prolonged *ex vivo* processing durations, rendering them suboptimal for transcriptomic studies. Particularly for microglia and vascular cells, current isolation methods produce lower yields, necessitating addition of an enrichment step, and use of large tissue volumes - in most cases whole brain tissue - to obtain sufficient yields. Here, we developed a simple, rapid, and reproducible cell isolation method for generating single-cell suspensions from micro-dissected brain regions, enriched for microglia and vascular cells, without an enrichment step. Cells isolated using this method are suitable for molecular profiling studies using 10 × Genomics Chromium single-cell RNA sequencing with high reproducibility. Our method is valuable for longitudinal unbiased molecular profiling of microglia and vascular cells within different brain regions, spanning multiple time points across physiological development or disease progression.

## Motivation

Physiological development and disease progression are dynamic processes. In the brain, microglia and vascular cells undergo frequent remodeling, and yet there are no longitudinal studies based on unbiased molecular profiling of these cell types at a single-cell level, especially within a specific brain region. This is largely due to a lack of reproducible cell isolation methods generating robust yields of viable cells from micro-dissected brain regions. Current cell isolation protocols are cumbersome and use whole cerebral tissue, followed by an enrichment step, to obtain sufficient cellular yields. This approach is disadvantageous, as it may mask the cellular heterogeneity within a specific brain region. Moreover, the selection process is based on classical markers, potentially hindering the discovery of novel subtypes. Here, we describe a simple, rapid, and reproducible cell isolation method for generating single-cell suspensions from micro-dissected brain regions that favors the capture of microglia and vascular cells without an enrichment step, and which is suitable for integrative longitudinal molecular studies using single-cell RNA sequencing.

## 1 Introduction

Single-cell transcriptomic analyses have advanced the understanding of the cellular compositions and molecular states in multiple organs under homeostasis and pathology, including those of the central nervous system (CNS) [1]. Despite this technological breakthrough in biology, the utility of this technique in studies performed in solid organs is often compromised by cumbersome cell isolation methods. Multi-step cell isolation protocols prolong *ex vivo* tissue handling, that may result in inaccurate molecular profiles and yield lower numbers of viable cells, especially in sensitive organs such as the brain. Current CNS tissue dissociation protocols apply longer incubation in enzymatic solutions combined with frequent application of mechanical force to achieve a complete dissociation [2]. Especially for CNS tissue, lengthy cell isolation protocols are often unavoidable due to inclusion of the essential, but laborious, myelin removal step [[2], [3], [4], [5]]. Myelin removal is critical for successful downstream cell applications, such as cell sorting or processing for single-cell RNA sequencing (scRNA-seq) using a droplet-based method, such as 10 × Genomics Chromium. The combination of longer processing durations, harsh tissue handling in enzymatic solutions, and the prolonged myelin removal steps, lead to lower cellular yields. These factors are critical issues for sensitive cell types, such as microglia and vascular cells. To acquire a better yield of these sensitive cells, current cell isolation protocols require use of more tissue, whole cerebral tissue in most cases, followed by an enrichment step using antibodies or genetically labeled cells with fluorescent reporters under certain promoters [2,3,6]. However, this approach has several disadvantages: a) it hinders studying the cellular heterogeneity within a specific brain region, and b) the enrichment process increases *ex vivo* cell handling and reduces the power of the single-cell analysis in discovering unique subtypes associated with certain developmental or disease states, as the selection is based on classical predefined markers. Here, we established a simple, rapid, and reproducible cell isolation method for generation of single-cell suspensions from micro-dissected brain regions, favoring the capture of microglia and vascular cells, without a preselection step, that is suitable for longitudinal molecular profiling studies using scRNA-seq.

## 2 Materials and methods

### 2.1 Animals

All experimental procedures were carried out according to the European and Swedish animal welfare regulations and were approved by the Northern Stockholm Ethical Committee (application nr. N141/16). Female C57Bl/6J (Charles River, Sulzfeld, Germany, stock #000664) were used. After delivery from the vendor, animals were allowed to acclimate for at least one week in the following housing conditions: equal light/dark cycle (12/12 h), 20–22 °C ambient temperature and ∼80 % relative humidity, with access to food and water *ad libitum*. For the cerebral cortex, cells were isolated from three-week-old and nine-week-old mice. For the hippocampus, cells were isolated from five-week-old mice. Cells were isolated from three mice per each cortical or hippocampal preparation.

### 2.2 Tissue collection and generation of the single-cell suspension

Animals were deeply anesthetized with sodium pentobarbital (100 mg/kg, ABCUR AB #444362, Sweden) and transcardially perfused with 20 ml of ice-cold 1 × phosphate buffered saline without Ca^2+^ and Mg^2+^ (PBS; pH 7.4; Gibco/Life Technologies #10010056), using a 20 ml syringe equipped with a 23-gauge blunt needle. The animal head was detached and sprayed with 70 % ethanol. The brain was removed from the cranium and placed onto an inverted Petri dish. Cerebral cortices and hippocampi of both hemispheres were dissected at room temperature using 45°-angled fine forceps. Every effort was made to remove the white matter remaining attached to the region of interest from the adjacent corpus callosum by a applying gentle unidirectional scraping using a 45°-angled fine forceps. Dissected tissues were placed into 1.5 ml microtube containing ice-cold 1 × PBS, then placed on ice until all dissections were completed. E. All downstream cell isolation steps were performed in a sterile laminar flow hood using sterile ice-cold solutions, except for the enzymatic digestion step that required an incubation at 37 °C (detailed below). The microtubes containing the dissected tissues were wiped off with 70 % ethanol and the PBS was removed. Tissues were washed once with 1 ml of 1 × Hanks's balanced salt solution without phenol red, Ca^2+^ and Mg^2+^ (HBSS; Gibco/Life Technologies #14175095). Dissected tissues were placed onto a glass slide, and the remaining white matter pieces were further removed by a gentle unidirectional scraping using two pipette tips, one for stabilizing the tissue and the other for scraping. The tissue was chopped into small pieces using a scalpel (10–15 strokes in multiple directions) and transferred into a 15 ml conical tube containing 1 ml of an enzymatic mixture of dispase II (1 mg/ml; Sigma-Aldrich #D4693), papain (0.1 mg/ml; Roche #000000010108014001) and DNase I (0.5 mg/ml; Roche # 000000010104159001) made in 1 × HBSS containing 12.4 mM magnesium sulfate (Sigma-Aldrich #M7506) as an enzyme cofactor [[7], [8], [9]]. Tubes were incubated at 37 °C for 10 min without agitation. The enzymatic activity was reduced by adding 200 μl ice-cold heat inactivated fetal bovine serum (FBS; Gibco/Life Technologies #10500064) and the tissues were homogenized by gentle pipetting up and down (5–10 times) until no tissue pieces were visible. The cell suspension was filtered through a 70-μm cell strainer (Miltenyi Biotec #130095823) and placed into a new 15 ml conical tube. The enzymic activity was stopped by adding 4 ml of 20 % ice-cold FBS solution made in 1 × HBSS. The cell suspension was centrifuged at 500×*g* at 4 °C for 5 min using an Eppendorf 5702R centrifuge. For myelin removal, the cell pellet was resuspended in 1 ml of 20 % Percoll® solution (Percoll® plus, GE Healthcare, #GE17-5445-01) made using 10 × phenol red HBSS (Gibco/Life Technologies #14060040) and 1 × HBSS. After complete resuspension of the cell pellet, an additional 4 ml of the 20 % Percoll® solution was added, bringing the volume up to 5 ml. The suspension was then gently overlaid with 5 ml of 1 × HBSS. Tubes were spun at 500×*g* at 4 °C for 10 min with no break. The supernatant containing the myelin debris was carefully discarded, and the cell pellet was resuspended in 1 ml flow cytometry buffer (R&D Systems #FC001). At this step, samples from the three animals were pooled into one 15 ml conical tube and centrifuged at 500×*g* at 4 °C for 5 min. The supernatant was carefully discarded, and the cell pellet was resuspended in 500 μl flow cytometry buffer. The cell suspension was transferred into a 1.5 ml microtube. Cell viability was accessed using the trypan blue exclusion method and processed for single-cell RNA sequencing.

### 2.3 Single-cell RNA sequencing

Isolated cells were processed for single-cell RNA sequencing at the eukaryotic single-cell genomics facility (ESCG) at Karolinska Institutet, Sweden using the 10 × Genomics Chromium method (version 3.0.1) and sequenced using Illumina NovaSeq 6000 with an S2 flow cell. In each preparation, we aimed to sequence 15 × 10^3^ cells processed in triplicates for scRNA-seq, *i.e.* 5 × 10^3^ per replicate, to minimize the number of doublets, previously shown to be proportional to the cellular input (loaded cells) [10,11].

The Cellranger 5.0.1 pipeline was used to align the raw sequencing reads to the mouse reference genome, *Mus musculus* version *mm10,* and generate the unique molecular identifier (UMI) count matrix. The generated count matrix was analyzed using the Seurat R package (version 3.0.0). Each preparation included 3 technical replicates and each replicate was processed independently before integrating them together. Low-quality cells were excluded based on the number of genes expressed in the cells and the percentage of mitochondrial counts. Cells expressing between 250 and 6000 genes were considered for downstream analysis, given that each gene was expressed in at least three cells.

The mitochondrial counts were set at 25 % and 15 % when analyzing all cell types and vascular cells, respectively. The filtered count matrices were normalized by dividing the feature counts for each cell by the total number of counts from all cells, then multiplied by 10,000 and log-transformed. Next, we identified highly variable features for each dataset independently. We used the default Seurat method for the integration of datasets and removal of the batch effect. Briefly, we used canonical correlation analysis and identified “anchors” (conserved cell groups) between datasets, which were used for batch correction and for the comparison of differentially expressed genes between different experimental conditions. The data were scaled using Pearson residuals, regressing out the variation by the mitochondrial genes. Principal component analysis (PCA) was then performed on the scaled data for dimensionality reduction, using 30 components. The output was used to produce a uniform manifold approximation and projection for dimension reduction (UMAP) with a resolution of 0.5 for identification of the clusters.

Identification of each cluster was based on signature genes of each cell type according to the existing literature as well as the automatic cell type annotation package SingleR. Signature genes for microglia included *Sall1*, *Cx3cr1*, *Tmem119*, *P2ry12*; for macrophages *Mrc1* and *Ms4a7*; for monocytes *Ly6c2, Cytip* and *Lyz2*; for oligodendrocytes, *Pdgfra*, *Olig2* and *Mog*; for astrocytes *Gja1, Gfap* and *Aqp4*; for neurons and neuronal progenitors *Dcx*, *Rbfox3* and *Syt1*, and *Gad1*; for endothelial cells *Cldn5*; for pericytes *Kcnj8* and *Pdgfrb*; for fibroblasts/myofibroblasts *Col1a1* and *Acta2*; for B cells *Cd79a, Cd19 and Igkc*; for T- and natural killer cells *Cd7, Cd3g* and *Itgb7.*

## 3 Results

### 3.1 Rapid generation of single-cell suspensions from a micro-dissected brain region

We harvested cerebral cortices on two independent occasions (6 weeks apart) from mice of different ages. In preparation 1 (prep 1) mice were three-week-old (juvenile), and in prep 2 mice were nine-week-old (young adult). The time required per animal for anesthesia, perfusion and micro-dissection was 10 min when these processes were handled by two individuals. In this study, cerebral cortices were collected from three mice per age group, thus the required time for collection of cortices was limited to 30 min. We optimized a method for complete tissue dissociation with a short incubation step of 10 min at 37 °C, without agitation, in an enzymatic solution containing dispase II (1 mg/ml), papain (0.1 mg/ml) and DNase I (0.5 mg/ml). We also optimized this method for rapid removal of the myelin debris using a single gradient of Percoll® solution (20 %) that required only 10 min centrifugation. Samples from individual animals per preparation were handled independently to achieve an efficient dissociation and myelin removal, after which the obtained cells from each sample were pooled. These independent cortical preparations yielded comparable numbers of viable cells (prep1: 1.2 × 10^6^; prep 2: 1.4 × 10^6^) and were directly processed for scRNA-seq using a droplet-based method (10 × Genomics Chromium), without any additional purification or enrichment step (Fig. 1A–C).

**Fig. 1:**
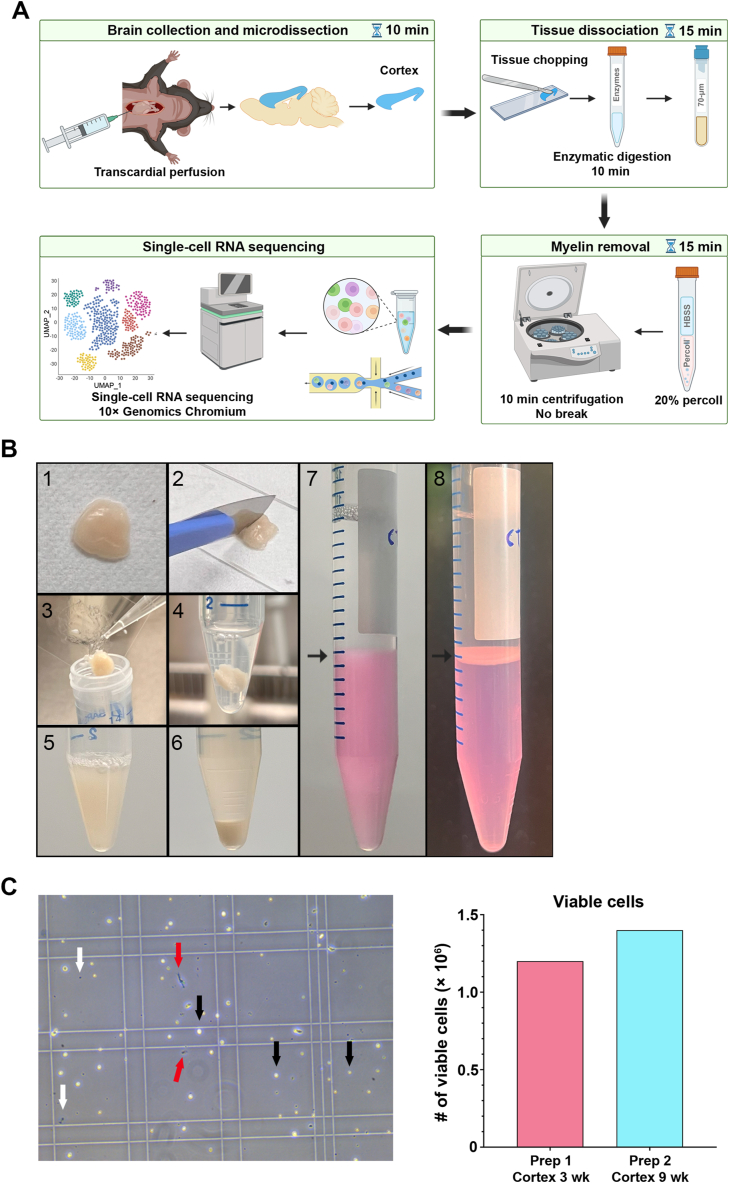
Rapid isolation of viable cells from micro-dissected brain regions (A) Schematic illustrating the steps of the single-cell isolation protocol. (B) Representative images displaying the cortical tissue handling through the different steps of generation of the single-cell suspension, starting by placing the harvested tissue onto a glass slide [1], followed by tissue chopping [2] and transferring the chopped tissue into a 15 ml conical tube [3] containing 1 ml of the enzymatic solution [4]. After incubation for 10 min, followed by several gentle pipetting up and down, the tissue is fully digested, producing a homogenous solution, allowing filtering the obtained cell suspension into a new conical tube [5]. The suspension is then spun to pellet the cells and myelin debri in the bottom of the tube [6]. The pellet is resuspended in the Percoll solution (7; bottom pink solution) and overlaid with HBSS (top clear solution). The black arrows indicate the interface between the two solutions, before the centrifugation [7], and after, where the myelin debri accumulate [8] and the cells remain in the bottom of the tube. (C) Viability of isolated cells. Left: Representative image of trypan blue exclusion for assessing cell viability. Black arrows indicate viable cells; white arrows indicate dead cells; red arrows indicate debris. Right: Bar plot showing the number of viable cells obtained from two independent preparations from the cerebral cortex of three- or nine-week-old mice, Prep 1 and Prep 2, respectively. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

### 3.2 Consistent cell isolation method appropriate for investigating microglial and vascular transcriptomics

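The data of prep 1 come from the cerebral cortices of 3 female C57Bl/6J mice aged 3 weeks, pooled into 1 cell suspension and run as 3 technical replicates on the 10x Genomics droplet platform, in which each droplet gives a barcode to its cell and each RNA molecule receives a unique molecular identifier (UMI). For each replicate the authors deposited the number of UMIs per gene and barcode, without normalization, for 5834, 6121 and 5982 barcodes. Every deposited barcode held at least 500 UMIs, and the replicates held 39662203, 41522304 and 42097490 UMIs in total. From these counts most steps of the paper's methods were repeated, without the scaling by Pearson residuals and the annotation with SingleR that it also names. Barcodes with 250 to 6000 detected genes and under 25% mitochondrial UMIs were kept, counts were log-normalized to 10000 UMIs per cell, and 2000 variable genes were used to integrate the replicates in Seurat. Cells were then clustered on 30 principal components at a resolution of 0.5, with the mitochondrial percentage regressed out. Clusters were named from lists of markers for 16 cell types, and the ending -like marks such a name. A name needed at least 3 markers, each found in at least 20% of the cluster's cells and at least 2 times higher than in the other cells, and leading genes that did not point to another type. The 2 preparations of the re-analysis each hold 1 biological sample, so no test was made between them. SDs given here are between technical replicates, and intervals are exact Clopper-Pearson intervals at 95% that cover counting error only. Prep 2 was not analysed here.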

Cell suspensions generated from the abovementioned two independent preparations, were processed for scRNA-seq (Fig. 2A). In prep 1 (from three-week-old mice), after performing the quality control on the sequenced cells, we obtained ∼13 × 10^3^ cells. 

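Of the 17937 deposited barcodes of prep 1, 13320 passed the quality filters, which is 74.3% ± 0.888 (SD, n = 3 technical replicates). The replicates contributed 4351, 4587 and 4382 cells. Among the barcodes left out, 3862 (21.5% of all) had fewer than 250 genes, 200 had more than 6000 genes, and 555 had enough genes but 25% or more mitochondrial UMIs. The median depth of the cells kept was 5908, 5800 and 5873.5 UMIs per replicate, with 2236, 2230 and 2237 genes. The mitochondrial limit moved this result most, with 59.8% of the barcodes kept at a limit of 10%. Doublets were scored with Scrublet, and the 498 cells called doublets were kept in the counts of cells.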

Phenotypic signature genes revealed that these cells were microglia, vascular cells, glial cells (astrocytes, radial glia and oligodendrocytes), neurons and neural progenitor cells (included in the neuronal cluster), and immune cells, these cell types were represented in all sequenced triplicates (Fig. 2B and C; Supplementary Figs. 1A and 1B). Of these cell types, microglia were the most abundant cells (∼50 %), followed by vascular cell (endothelial cells, and mural cells; ∼25 %), and glial cells (∼20 %) (Fig. 2D). 

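The 13320 cells formed 25 clusters, of which 23 received a name. Microglia-like, vascular-like, glial-like and neuron-like clusters, together with macrophage-like, B-like, T/NK-like and erythroid-like ones, held cells of all 3 replicates. The immune classes were small, with 86 macrophage-like, 27 B-like and 22 T/NK-like cells, or 0.646%, 0.203% and 0.165% of the cells kept. The macrophage-like share was 3.06% with marker genes left out of the clustering. The neuron-like cluster held 101 cells and also carried cell cycle genes such as *Top2a* and *Mki67* among its leading genes. A microglia-like cluster of 708 cells was led by *Ccl4*, *Atf3*, *Ccl2*, *Ccl3* and *Fos*, and another of 134 cells by interferon-response genes such as *Ifi204* and *Ifit3*. Of the clusters without a name, the larger held 318 cells (2.39%) of low UMI counts that came closest to endothelial cells. The smaller held 81 cells (0.608%) that came closest to monocytes, with leading genes of other types. When all marker genes were left out of the clustering, 96.0% of the 12547 cells named both times received the same class. With each cell classed by its own marker UMIs and no clustering, the share was 97.0% of 12726 cells, but only 19.8% for the cells of the erythroid-like clusters and 65.6% for neuron-like cells.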

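Microglia-like cells made up 46.6% ± 0.405 (SD, n = 3 technical replicates) of the 13320 cells, with a counting interval from 45.7% to 47.4%. Vascular-like cells followed at 25.2% ± 0.499 (24.4% to 25.9%), and glial-like cells at 21.1% ± 0.364 (20.4% to 21.8%). These 3 shares lay further apart than the SDs between replicates. Within the vascular-like class, endothelial-like cells were 20.3% of all cells, pericyte-like cells 2.79%, VSMC-like cells 1.54% and fibroblast-like cells 0.578%. Unnamed clusters held 3.00% ± 0.547 and erythroid-like clusters 2.40% ± 0.221 of the cells. Neuron-like cells were 0.758% ± 0.172. Merging the replicates without integration moved the vascular-like share most, to 20.4%, where it fell below the glial-like share of 20.9%. Microglia-like cells were the largest class under all 14 alternatives tried, and vascular-like cells exceeded glial-like cells under 11 of them.

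**Figure D1:**
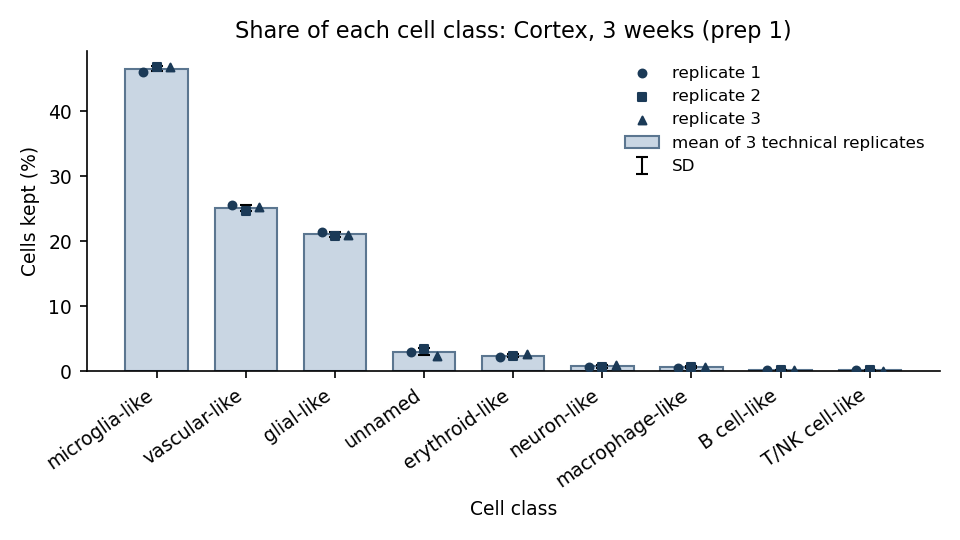
Percent of the cells kept in each class of prep 1, with bars for the mean of the 3 technical replicates, points for each replicate and error bars for the SD. Microglia-like cells stand at 46.6%, vascular-like cells at 25.2% and glial-like cells at 21.1%.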

We decided to analyze the microglia and vascular cells in depth as they were the most abundant cell types, and are rarely captured by currently available isolation protocols unless an enrichment step is applied [6], especially from a micro-dissected brain region. Subclustering of microglia revealed five unique clusters (Fig. 2E and F; Supplementary Fig. 1C), indicating that our isolation method allows capturing and analyzing microglial subtypes. 

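The 6204 microglia-like cells of prep 1, integrated again on their own with the same settings, formed 12 subclusters at a resolution of 0.5. The number depended on the resolution, with 7 subclusters at 0.1 and 0.2, 9 at 0.3 and 15 at 0.8 and 1.0. The largest subcluster held 47.4% of the cells and the next 21.3%. *P2ry12* (ENSMUSG00000036353, chromosome 3 of GRCm38 from 59216272 to 59262871, minus strand), a marker used for the microglia name, ranged from 1667 to 4525 CPM (UMIs scaled by all UMIs of the same cells) over the 12 subclusters. Subcluster 3 held 6.83% of the cells but was unevenly spread, with 3.89%, 4.24% and 12.4% in the 3 replicates. Stress and immune genes led several of the small ones. Subcluster 4 (4.67%) was led by *Atf3*, *Klf2*, *Ier2* and *Dusp1*, subcluster 6 (3.40%) by *Gadd45b*, *Nfkbiz*, *Ier3*, *Nfkbia* and *Socs3*, and subcluster 12 (26 cells) by *Ccl7*, *Il1b*, *Gdf15*, *Ccl2* and *Egr3*. Subcluster 8 (2.56%) was led by the interferon-response genes *Oasl2*, *Ifit3*, *Ifi204*, *Slfn5* and *Usp18*, and subcluster 5 (4.40%) by *Csf1*, *Lpl*, *Ank*, *Cd83* and *Cd63*. Other subclusters carried signs of low depth or of other cells. Subcluster 7 (3.26%) had a median of 1291.5 UMIs, subcluster 9 (2.48%) carried 10 astrocyte markers with 29.9% of its cells called doublets, and subcluster 10 (1.87%) carried 4 erythroid markers.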

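Vascular-like cells with under 15% mitochondrial UMIs, 3305 in number, were integrated and clustered again on their own. To keep the naming apart from the result, the 4 signature genes *Cldn5*, *Pdgfrb*, *Acta2* and *Col1a1* were left out of the markers that named the subclusters. They were not left out of the clustering, nor of the markers by which the vascular-like cells had been chosen. Their levels by type are therefore not independent of how the types were formed. Endothelial-like cells made up 80.3% ± 0.974 (SD, n = 3 technical replicates) of these cells, pericyte-like cells 10.7% ± 1.02, VSMC-like cells 6.93% ± 0.837 and fibroblast-like cells 2.03% ± 0.642. The pericyte-like share was the least stable, at 5.04% with a mitochondrial limit of 25% and 3.90% at a resolution of 1.0. *Cldn5* (chromosome 16 of GRCm38, 18776847 to 18778262, plus strand) reached 8434 ± 690.4 CPM in endothelial-like cells. It was also present at 4189 in pericyte-like cells, where a subcluster of 206 cells carried 8 endothelial markers and 2.80 times the usual UMI number. *Pdgfrb* (chromosome 18, 61045150 to 61085061, plus strand) was at 844 ± 30.0 in pericyte-like cells against 10.6 in endothelial-like and 231 in VSMC-like cells. *Acta2* (chromosome 19, 34241090 to 34255590, minus strand) was at 17026 ± 2430 in VSMC-like cells and at most 293 in the other types. *Col1a1* (chromosome 11, 94936224 to 94953042, plus strand) was at 2240.4 ± 824 in fibroblast-like cells and at most 3.78 elsewhere. Each of these levels exceeded those in the other types by more than the SD between replicates. After thinning every cell to 1000 UMIs, the 4 genes were found in 99.4%, 61.8%, 75.4% and 74.6% of the cells of their own type, against 99.7%, 91.8%, 76.9% and 95.5% before thinning. Thinning left out 2, 12, 1 and 0 cells, and the types had median depths of 6990.5, 9183, 10850 and 11141 UMIs. In microglia-like cells, with a median of 5461.5 UMIs and 106 cells left out, the thinned shares were 1.07%, 0.0656%, 0.279% and 0.0328%. Their shares before thinning were 5.37%, 0.338%, 1.02% and 0.113%. Astrocyte-like cells, with a median of 6509 UMIs and 158 left out, had thinned shares of 2.72%, 6.95%, 0.272% and 0.893%. Before thinning these were 6.14%, 33.1%, 1.35% and 4.13%, each higher than in microglia-like cells, most of all for *Pdgfrb*. That gene was at 73.1 CPM in astrocyte-like cells and at 0.599 in microglia-like cells. A background of free RNA common to all cells would not give this difference, and its source was not tested.

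**Figure D2:**
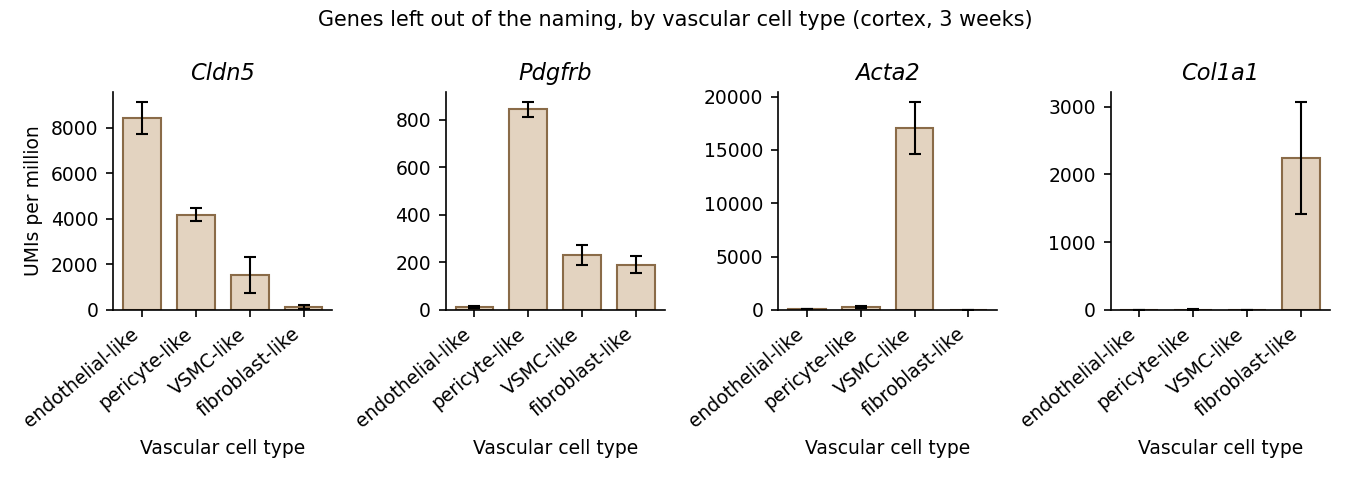
CPM of the 4 signature genes in each vascular subtype of prep 1, with bars for the level and error bars for the SD between the 3 technical replicates. Each gene is highest in its own type, from 844 for *Pdgfrb* to 17026 for *Acta2*.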

Subclustering of vascular cells revealed the following populations: endothelial cells (*Cldn5*), pericytes (*Pdgfrb*), vascular smooth muscle cells (VSMCs; *Acta2*) and fibroblasts (*Col1a1*) (Fig. 2G). Within the endothelial cells, we were able to detect cells composing different vascular structures, such as arterioles (*Vegfc*), venous (*Nr2f2*), and capillaries and venules (*Slc16a1*) (Supplementary Fig. 1D). 

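The 2654 endothelial-like cells of prep 1 lay in 7 subclusters of the vascular cells, and 2 of these could be named by markers of a vessel segment that did not include the 3 genes. The clustering itself did not leave the 3 genes out. *Vegfc* (ENSMUSG00000031520, chromosome 8 of GRCm38 from 54077606 to 54187096, plus strand) was at 269 ± 70.1 CPM (SD, n = 3 technical replicates) in the arterial-like subcluster of 219 cells, which was 8.25% of the endothelial-like cells. In the other subclusters it was at most 77.9, the highest in an unnamed subcluster of 193 cells. Astrocyte genes led that subcluster in the comparison used for vessel segments. Against all other cells, *Igfbp3*, *Egfl8*, *Sema3g* and *Vegfc* itself were among its leading genes. *Nr2f2* (ENSMUSG00000030551, chromosome 7, 70351944 to 70366735, minus strand) was at 372 ± 37.9 in the venous-like subcluster of 65 cells (2.45%), at 144 in an unnamed subcluster of 823 cells, and at most 57.4 in the others. *Slc16a1* (ENSMUSG00000032902, chromosome 3, 104638668 to 104658462, plus strand) was spread more widely. It reached 2119.7 ± 49.5 and 1944 ± 18.9 in unnamed subclusters of 275 and 823 cells, 1434 in the venous-like one and 392 ± 161 in the arterial-like one. No subcluster carried 3 markers of capillaries and venules. Folds were taken over the other endothelial-like cells only, where a marker found in most of them can hardly reach 2 times. The missing name therefore does not decide whether capillaries and venules were captured. Over all other cells, *Car4* of the capillary list, *Slc38a5* of the venous list and *Slc16a1* were among the leading genes of the 823 cells. With cells thinned to 1000 UMIs, *Vegfc*, *Nr2f2* and *Slc16a1* were found in 2.98%, 6.07% and 58.8% of endothelial-like cells, and in 0.0328%, 0.0328% and 1.00% of microglia-like cells. Without thinning, these shares were 12.7%, 30.2% and 90.7% in endothelial-like cells and 0.0806%, 0.177% and 5.88% in microglia-like cells. In astrocyte-like cells they were 0.893%, 0.349% and 6.05% with thinning, and 4.06%, 2.38% and 28.4% without.

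**Figure D3:**
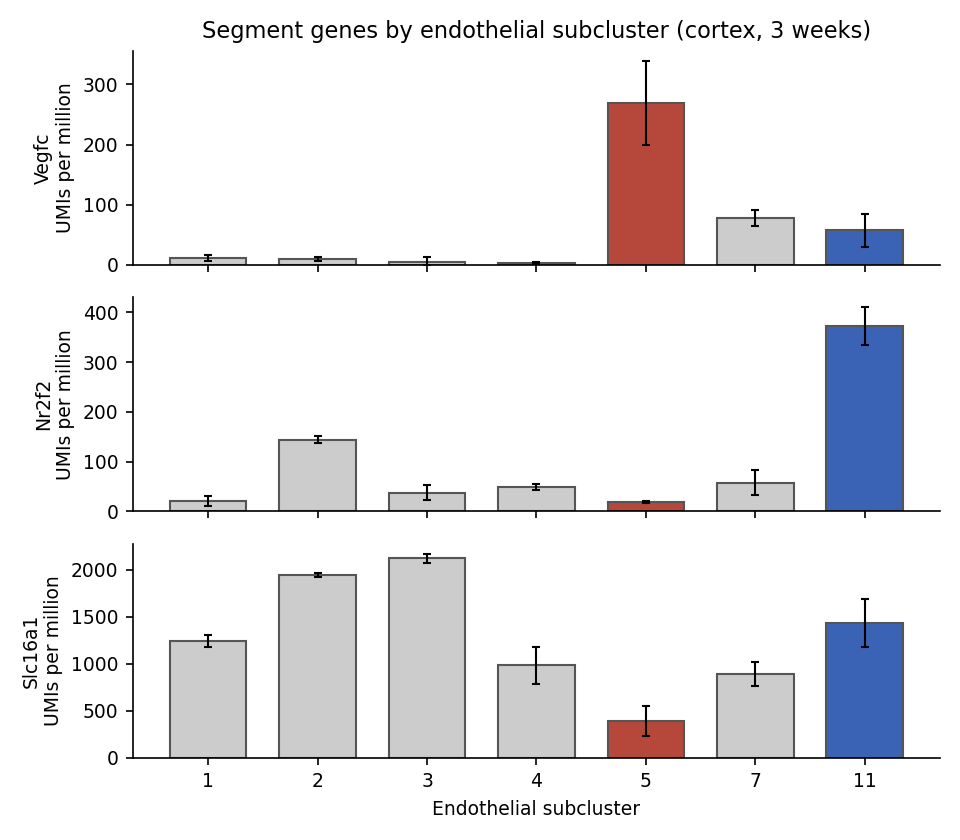
CPM of *Vegfc*, *Nr2f2* and *Slc16a1* in the endothelial-like subclusters of prep 1, with error bars for the SD between the 3 technical replicates, the arterial-like subcluster in red, the venous-like one in blue and unnamed ones in grey. *Vegfc* is highest in the arterial-like subcluster at 269 and *Nr2f2* in the venous-like one at 372.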

In prep 2 (from nine-week-old mice), after the quality control evaluation, we obtained ∼6.5 × 10^3^ cells, and after applying the abovementioned cell analyses, we were able to reproduce similar findings regarding the identity of the obtained cell types and their abundancy (Fig. 2H and I; Supplementary Fig. 1E).

**Fig. 2:**
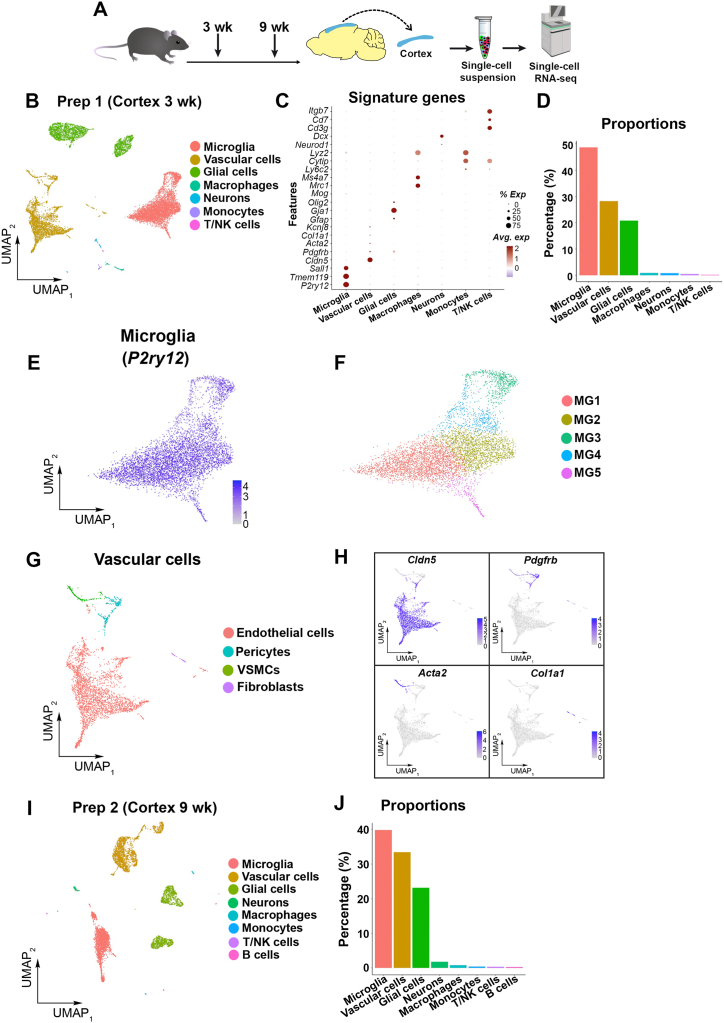
**Consistent cell isolation method appropriate for investigating of microglial and vascular transcriptomics.** Also see Supplementary Fig. 1. (A) Scheme illustrating the experimental design. wk = weeks. 3 wk, n = 3; 9 wk, n = 3. (B) Uniform manifold approximation and projection (UMAP) showing clustering of cell types obtained from the cerebral cortex of three-week-old mice (Prep 1). NPCs = Neural progenitor cells. T/NK = T- and natural killer cells. (C) Dot plot showing the expression of signature genes identifying the captured cell populations. (D) Bar plot showing the proportions of different cell types obtained from the cerebral cortex of three-week-old mice. (E) UMAP visualizing the microglial population obtained from the cerebral cortex of three-week-old mice, identified by *P2ry12* expression. (F) Subclustering of microglial cells revealed five unique subtypes (MG1 - MG5). (G) UMAPs visualizing the vascular cell types obtained from the cerebral cortex of three-week-old mice, endothelial cells (*Cldn5*), pericytes (*Pdgfrb*), vascular smooth muscle cells (VSMCs; *Acta2*), and fibroblasts (*Col1a1*). (H) UMAP showing clustering of cell types obtained from the cerebral cortex of nine-week-old mice (Prep 2). (I) Bar plot showing the proportions of different cell types obtained from the cerebral cortex of nine-week-old mice.

Collectively, our cell isolation method produces a cell suspension suitable for performing successful and reproducible scRNA-seq using the droplet-based method, and robustly captures microglia and vascular cell subtypes, without a preselection step. This protocol could thus be leveraged for execution of across-time molecular kinetic studies within specific brain regions on aforementioned cell types under physiological development or a pathological condition.

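To measure how alike the technical replicates of prep 1 were, UMIs were summed over the cells of each replicate and correlated across genes as log2(CPM + 1), for genes with at least 10 UMIs. Pearson's r lay between 0.994 and 0.997 for the 3 pairs, over 16112 to 16231 genes, which are not independent replicates. The replicates nevertheless differed by more than the counting noise of UMIs, for which the chi-square statistic per gene is 1. It was 11.5 to 32.1 over all cells, and 5.19 to 12.8 over microglia-like cells alone. Each replicate also holds a different draw of cells, which can raise the statistic and was not modelled. The excess can therefore not be assigned to the droplet and library steps. All 3 replicates came from the same suspension, so these values do not measure a repeat of the isolation. From the cell types and their shares in prep 1, and from prep 2 for the repeat, the paper concludes that the suspensions suit droplet-based scRNA-seq and that microglia and vascular subtypes are captured without selecting them first.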

### 3.3 Reproducible cell isolation and scRNA-seq data across brain regions

We next wanted to challenge the reproducibility and robustness of our cell isolation method in relation to microglia and vascular cell enrichment by performing a third isolation experiment (preparation 3; prep 3), from another brain region. We opted to use hippocampal tissue because it is a deeper brain structure that requires careful microdissection, frequently demanding extra time (Fig. 3A). Five-week-old mice were transcardially perfused with ice-cold 1 × PBS, and hippocampi were dissected out from both hemispheres at room temperature. We applied identical downstream steps for the hippocampal single-cell isolation as for the cerebral cortex. Animal preparation and micro-dissection of the hippocampi from one mouse required 15 min, thus the collection of the hippocampi from 3 mice was performed in 45 min. 

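Prep 3 consisted of the hippocampi of 3 female mice aged 5 weeks, pooled into 1 suspension and sequenced as 3 technical replicates. The deposited counts hold 5232, 5210 and 4894 barcodes, again each with at least 500 UMIs, and 50024850, 47800210 and 43963706 UMIs in total. The counts of preps 1 and 3 share 27514 gene identifiers, while 3539 are listed for prep 1 only and 484 for prep 3 only, so the preparations had been counted against different gene annotations. The headers of the deposited counts name software version 3.1.0 for prep 3 and 3.0.1 for prep 1, whereas the paper states Cell Ranger 5.0.1. Filters, integration, clustering and naming were those used for prep 1. Region, age and preparation changed together between the cortex and the hippocampus.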

We obtained 5.2 × 10^5^ viable cells that were directly delivered for scRNA-seq processing and downstream analyses in a similar manner as for the cortices. After the quality control evaluation, we obtained ∼14.2 × 10^3^ cells, and all cell populations obtained in the cortex were also captured in the hippocampal tissue, with the addition of scarce of ependymal and epithelial cells (Fig. 3B and C). 

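In prep 3, 14210 of the 15336 deposited barcodes passed the filters, or 92.7% ± 0.802 (SD, n = 3 technical replicates), with 4806, 4830 and 4574 cells per replicate. Fewer than 250 genes were found in 353 barcodes (2.30%), more than 6000 in 378, and 397 with enough genes exceeded the mitochondrial limit. The cells kept had medians of 6785, 6914 and 6629 UMIs, and 533 of them were called doublets and kept. The cells formed 27 clusters, of which 4 stayed unnamed. Epithelial-like cells numbered 826, which is 5.81% ± 0.821, and ependymal-like cells 211, which is 1.48% ± 0.110. No cluster of prep 1 was named for either class, although 0.0601% of its cells were epithelial-like and 0.00751% ependymal-like when each cell was classed by its own marker UMIs. Of the epithelial-like cells, 558 (67.6%) had a barcode that also occurred in another hippocampal replicate. With all such barcodes left out and the cells clustered again, the epithelial-like share was 1.99%. No cluster of prep 3 was named B-like, T/NK-like or erythroid-like. By the markers of single cells these types were 0.0844%, 0.197% and 0.0211% of its cells. The counts of prep 3 list 5 of the 7 B-cell markers and 10 of the 11 T/NK markers, without *Igkc*, *Ighm* and *Trbc2*, whereas those of prep 1 list all of them.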

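In the hippocampus, microglia-like cells made up 41.5% ± 1.29 (SD, n = 3 technical replicates) of the 14210 cells, with a counting interval from 40.7% to 42.3%. Glial-like cells made up 22.7% ± 0.822 (22.0% to 23.4%) and vascular-like cells 17.5% ± 0.680 (16.9% to 18.1%). The vascular-like class consisted of endothelial-like cells (13.4% of all cells), pericyte-like cells (3.17%), VSMC-like cells (0.626%) and fibroblast-like cells (0.331%). Unnamed clusters held 5.80% ± 0.968, including 177 cells of mixed endothelial and pericyte markers (1.25%), 240 of low UMI counts (1.69%), 206 closest to monocytes (1.45%) and 201 with fewer than 3 markers (1.41%). Macrophage-like cells were 1.03% ± 0.0993, and 2.48% at a resolution of 0.2. Every named class held cells of all 3 replicates. A microglia-like cluster of 900 cells was led by *Ccl4*, *Ccl3*, *Atf3*, *Socs3* and *Fos*. Glial-like cells exceeded vascular-like cells under 13 of 14 alternatives, and at a resolution of 1.0 the order changed, with 17.4% glial-like and 19.2% vascular-like cells.

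**Figure D4:**
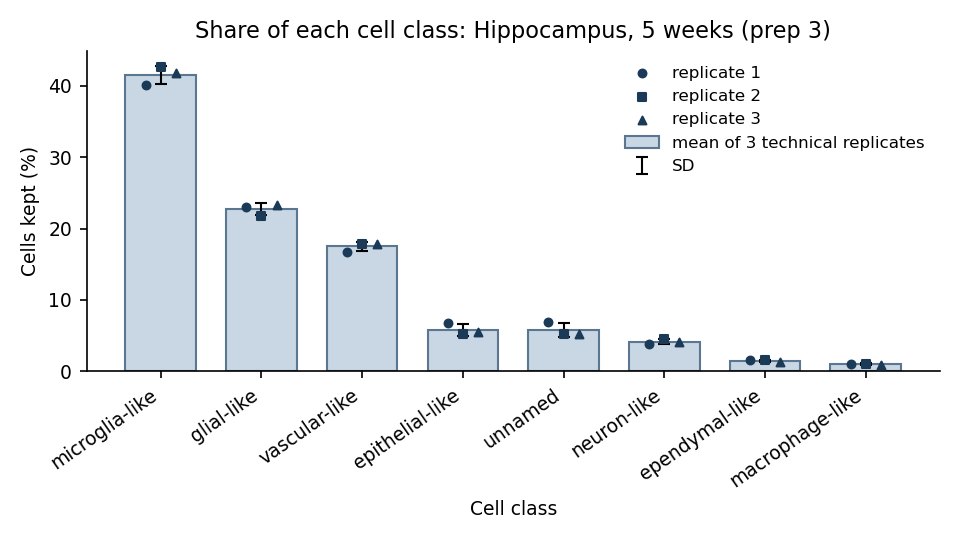
Percent of the cells kept in each class of prep 3, with bars for the mean of the 3 technical replicates, points for each replicate and error bars for the SD. Microglia-like cells stand at 41.5%, glial-like cells at 22.7% and vascular-like cells at 17.5%.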

Captured cells were represented in all triplicates, and microglia were the most abundant cell type (∼40 %) followed by vascular cells and glial cells (both ∼20 %) (Fig. 3D and E).

**Fig. 3:**
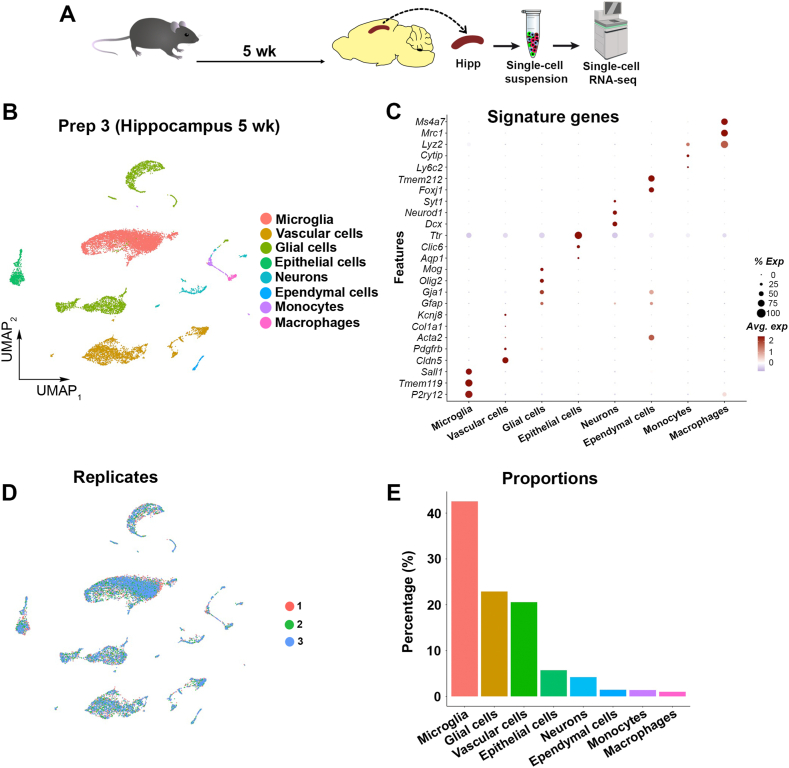
Reproducible cell isolation and scRNA-seq data across brain regions (A) Scheme illustrating the experimental design. n = 3. (B) UMAP showing clustering of cell types obtained from the hippocampus of five-week-old mice (Prep 3). (C) Dot plot showing the expression of signature genes identifying the captured cell populations. (D) UMAP displaying cells obtained from the three sequencing replicates performed in Prep 3 (replicate 1 = red, replicate 2 = green, replicate 3 = blue). (E) Bar plot showing the proportions of different cell types obtained from the hippocampus of five-week-old mice. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

These data indicate that our cell isolation method is resilient for the processing of time-demanding tissue dissections to obtain robust yields of microglia and vascular cells without a preselection step and is suitable for scRNA-seq.

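Across genes, summed UMIs of the 3 hippocampal replicates correlated pairwise with Pearson's r of 0.998 on the same log2 scale. Their chi-square statistic per gene was 3.24 to 8.86 over all cells and 1.55 to 1.66 over microglia-like cells. Both ranges lay above the 1 of UMI counting noise, which again leaves out the draw of different cells. Together, microglia-like and vascular-like cells made up 59.0% ± 1.95 of the hippocampal cells. The paper takes its data of prep 3 as an indication that the method withstands a longer dissection and still gives microglia and vascular cells for scRNA-seq.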

### 3.4 Integrative across-time and across-region scRNA-seq analyses using cells obtained from distinct isolations

To extend the versatility of our protocol, we next wanted to examine whether the scRNA-data generated using this isolation method would permit integration of cells obtained from independent preparations to perform across-time or across-region analyses. We were able to integrate the cells obtained from the two independent cortical preparations, three- and 9-week-old mice (across-time) (Fig. 4A and B). An overlap per cell type obtained from these independent preparations was observed, but the clustering pattern differed based on animal age (Fig. 4C). We were also able to integrate cells obtained from the cortical and the hippocampal preparations (across-region analysis) (Fig. 4D and E). An overlap per cell type from different regions was observed, except for those uniquely captured in the hippocampal samples (Fig. 4F). These data indicate that the concordance of scRNA-seq results generated from cells obtained with our isolation method would allow integration of multiple datasets collected over a different time course. This is valuable for implementing longitudinal molecular profiling studies on microglial and vascular cells within a brain region, for example during development or under a pathological condition.

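All 6 libraries of preps 1 and 3 were integrated over their shared genes, and a cluster was called mixed when each preparation gave at least 20% of it after both had been weighted equally. Of 30 clusters, 20 were mixed, and they held 88.2% of the cells, or 96.7% of the cortical and 79.6% of the hippocampal cells. Without integration, the mixed clusters held 75.9%. Microglia-like cells lay almost entirely in mixed clusters, with 99.8% of the cortical and 99.9% of the hippocampal ones, and vascular-like cells with 96.7% and 99.4%. For glial-like cells these shares were 96.6% and 58.6%, and for neuron-like cells 78.2% and 17.3%. Of the hippocampal ependymal-like and epithelial-like cells, 0.948% and 0.121% lay in mixed clusters. The integrated epithelial-like clusters held 823 hippocampal and 22 cortical cells, the latter 0.165% of the cortical cells (0.104% to 0.25%), and the ependymal-like ones 209 and 2. Between preparations, summed UMIs of all cells correlated across genes with r of 0.949 to 0.956. From the overlap per cell type, the paper proposes that the concordance of such data would allow several datasets to be integrated.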

**Fig. 4:**
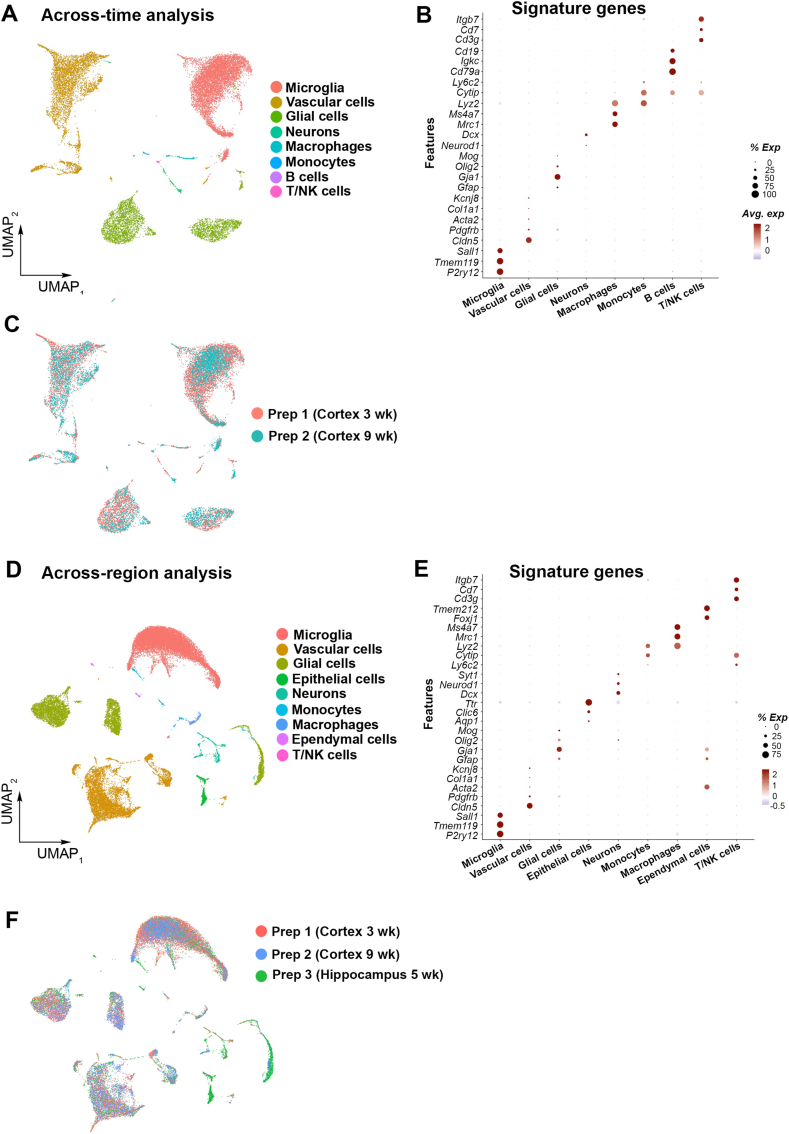
Integrative across-time and across-region scRNA-seq analyses using cells obtained from distinct isolations. (A) UMAP showing cell populations obtained when integrating scRNA-seq datasets from the two independent cortical preparations from three- and nine-week-old mice. (B) Dot plot showing the expression of signature genes identifying the captured cell populations (C) UMAP visualizing the cells obtained from each independent preparation. (D) UMAP showing cell populations obtained when integrating scRNA-seq datasets from the two cortical and hippocampal preparations. (E) Dot plot showing the expression of signature genes identifying the captured cell populations (F) UMAP visualizing the cells obtained from each preparation. Red = Prep 1: Cortex from three-week-old mice; Blue = Prep 2: Cortex from nine-week-old mice; Green = Prep 3: Hippocampus from five-week-old mice. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

## 4 Discussion

Longitudinal unbiased molecular profiling studies of the cellular components in distinct brain regions spanning multiple time points across physiological development or disease progression are largely lacking. Such studies would advance our understanding of the neurobiology of the brain under homeostasis and disease. This is even more important in systems undergoing frequent remodeling, such as immune responses and vasculature. Microglia are dynamic cells in nature and may adopt fluctuating molecular states during homeostasis while shaping the brain circuitry or during a temporal phase of pathological conditions [[12], [13], [14], [15]]. On the other hand, vascular remodeling is a hallmark of multiple CNS pathologies, such as stroke and neurodegeneration [16,17]. To date, there are no time series molecular studies on the responses of microglia or vascular cells at a single-cell level covering multiple time points. Besides the high cost of scRNA-seq sample processing, a technical challenge is the availability of reproducible methods allowing for robust, unbiased isolation of viable microglia or vascular cells from specific anatomical brain regions. Here, we describe a rapid and reproducible cell isolation method from perfused and micro-dissected brain tissue that produces particularly robust yields of microglia and vascular cells suitable for high throughput scRNA-seq. The reproducibility of this method would enable the creation of integrative longitudinal single-cell atlases for microglia and vascular cells for various purposes, such as under temporal courses of a disease progression or cellular responses across brain regions.

CNS tissue dissociation can be achieved by either mechanical homogenization, enzymatic digestion, or a combination of both. Mechanical homogenization allows rapid dissociation, has been shown to enable isolation of microglial cells from brain tissue [3,4], but has several limitations. It results in inconsistent numbers of viable cells and is ineffective in obtaining cells from structures rich in basal membranes, for example, when harvesting endothelial cells or stromal cells from blood vessels [18]. In this regard, enzymatic solutions are superior; however, the current isolation protocols prompt longer incubation durations, single or multi-step, at 37 °C that can exceed 1 h [2,19]. This longer *ex vivo* tissue handling at 37 °C raised concerns in transcriptomic profiling studies, as it influences the molecular states of the cells [4]. To overcome these limitations, we optimized our method to achieve an efficient tissue dissociation with only a single 10-min incubation in enzymatic solution to produce higher yields of microglia and vascular cells. The contents of the enzymatic solution and the duration of digestion are crucial for integrity of the cell outer structures, primarily surface and transmembrane receptors, which are vital for certain downstream applications, such as flow cytometry and cell sorting [6]. Using the enzyme mixture described in this method, we have succeeded in sorting microglia from the hippocampus using a fluorescence-activated cell sorting method based on expression of the transmembrane receptor CX3CR1 [20]. Thus, we anticipate that this cell isolation method will be valuable for recently emerging high-throughput proteogenomic analyses, such as cellular indexing of transcriptomes and epitopes (CITE-seq), where intact cell membrane epitopes are important [21]. 

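Blood cells were traced in preps 1 and 3 by lists of markers and by the haemoglobin genes *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt*. In the cortex, 3482 of the deposited barcodes (19.4% ± 0.471, SD, n = 3 technical replicates) had more than 50% of their UMIs from these genes, with a counting interval from 18.8% to 20.0%. In the hippocampus there were 87 such barcodes, or 0.567% ± 0.100. The filter on genes removed most of them, so that 217 remained among the cortical cells kept (1.63%) and 9 among the hippocampal ones (0.0633%). Haemoglobin took between 14.8% and 21.0% of all UMIs in the cortical replicates and between 0.473% and 0.713% in the hippocampal ones. No cluster was named monocyte-like or neutrophil-like in either preparation. With single cells classed by their own marker UMIs, monocyte-like cells were 0.480% of the cortical and 0.218% of the hippocampal cells. Unnamed clusters closest to monocytes, with *S100a8* and *S100a9* among their leading genes, held 81 cortical (0.608%) and 206 hippocampal cells (1.45%). Of the latter, 39.3% had a barcode also found in another hippocampal replicate. Which preparation held more such cells thus depended on the way of classing.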

As this technique is commonly used in immunological studies, and our cell isolation procedure is preceded by transcardial perfusion to eliminate blood and circulating immune cells and, furthermore, enriched for microglia, our cell isolation method is, hence, ideal to study neuroinflammation.

Myelin is an essential component of CNS tissue, found in fiber tracts around the neuronal axons to facilitate efficient nerve conduction [22]. Following CNS tissue dissociation, either through enzymatic digestion or mechanical homogenization, myelin degradation produces substantial amounts of debris. Myelin removal is, therefore, an essential step when a cell suspension will later be processed for an application relying on microfluidic diffusion. If this step is overlooked, clogging of the system may occur when performing flow cytometric analyses, cell sorting (both fluorescent or magnetic approaches), or scRNA-seq using the droplet-based method. In several microglial and endothelial cell isolation protocols, successful myelin removal was achieved through the use of a density gradient solution, often Percoll® [3,4], or myelin-depleting antibodies [2,5]. While these approaches demonstrate success in efficient myelin removal, this step demands longer processing times, ranging from 30 min [3] to over 1 h [2]. Here, we optimized our cell isolation method to achieve efficient myelin removal with a single Percoll® gradient that only required 10 min centrifugation, which also led to a significantly reduced *ex vivo* handling duration.

### 4.1 Limitations of the study

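Astrocyte-like cells, the marker list of which also covered radial glia, numbered 2735 in the cortex (20.5% of the cells kept) and 1892 in the hippocampus (13.3% ± 0.570, SD, n = 3 technical replicates). Cells of the oligodendrocyte lineage numbered 75 in the cortex (0.563% ± 0.0657) and 1335 in the hippocampus (9.39% ± 0.299). The makeup of the glial-like class thus differed between the preparations by more than the SD between replicates, although each preparation is 1 biological sample. Of the alternatives, a mitochondrial limit of 15% changed the cortical glial-like share most, to 15.9%.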

While enriching for microglia and vascular cells, our protocol also captures glial cells such as astrocytes and oligodendrocytes, offering the opportunity to study the molecular profiles of these cell types in a single preparation. Nevertheless, this isolation method fails to consistently capture neurons. 

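Neuron-like cells, which include neural progenitors, numbered 101 in the cortex and 594 in the hippocampus, where they were 4.18% ± 0.381 (SD, n = 3 technical replicates) of the cells kept. In the cortex, no cluster was named neuron-like without replicate 2 (0%), while without replicate 1 the share was 1.11%. By the markers of single cells, 0.473% of the cortical and 3.15% of the hippocampal cells were neuron-like. The hippocampal neuron-like cells formed 4 clusters, of which the largest (411 cells) was led by genes of immature neurons such as *Neurod1*, *Igfbpl1* and *Sox11*, and another (55 cells) by the cell cycle genes *Top2a* and *Mki67*.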

Our ongoing work focuses on refining the method to collect all CNS cell types, including neurons, from micro-dissected brain regions in a simple and rapid preparation. It is worth noting that after the last step of generating the single-cell suspension, we pooled the cells obtained from three animals before processing for scRNA-seq, as the purpose of the current study was to demonstrate the technical feasibility of the method. In studies intended for comparing experimental conditions, pooling cells from serval animals might not be optimal, and thus processing of the cells obtained from each individual animal separately for scRNA-seq would be ideal. If pooling the cells is necessary, a cell tagging approach to identify the cells originating from each animal would be an option [23]. Additionally, the current study was performed using juvenile and young adult mice. In studies performed in older mice, the outcome of the method may differ as the amount of myelin debris is expected to be higher in aged mice. In this case, the myelin removal step may need modification. Finally, previous reports have claimed that longer incubations with enzymatic solutions containing high amounts of dispase (such as 5 mg/ml) may affect certain surface antigens, especially in leukocytes [24,25]. The enzymatic mixture used in our method contains a lower amount of dispase II (1 mg/ml), and the tissue is exposed to the enzyme for only 10 min. Although we previously succeeded in isolating microglia based on a transmembrane receptor, this concern should be taken into consideration as the integrity of membrane proteins when exposed to dispase may vary depending on the target protein. Moreover, as the principal objective of our method was to avoid bias during population selection, we did not want to introduce an extra step potentially skewing the proportions of microglia and vascular cells obtained after a flow cytometric sorting. Skewing the proportions of these cell types can occur at the initial steps of flow cytometry, for example, when selecting the cells based on their cell size (forward scatter) or granularity (side scatter); especially under pathological conditions when microglia become reactive and adopt phagocytic states. Importantly, the proportional representations of microglia and vascular cells were conserved in the single-cell analyses performed on the cell suspensions generated using our isolation obtained from three independent preparations from mouse brain tissues collected at different ages and subregions.

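Of the 3 preparations, preps 1 and 3 were compared here. Microglia-like and vascular-like cells together were 71.7% ± 0.328 (SD, n = 3 technical replicates) of the cortical cells. The microglia-like share was 5.08 percentage points higher in the cortex than in the hippocampus, and the vascular-like share 7.67 points higher. The larger of the SDs between replicates was 1.29 points for microglia-like and 0.680 for vascular-like cells. Over 11 other settings applied to both preparations, the microglia-like difference ranged from 1.58 to 5.50 points and the vascular-like difference from 0.555 to 8.10 points. The vascular-like difference was smallest without barcodes found in more than 1 library and with the cells clustered again, a setting chosen after seeing the data. Dropping these barcodes from the classes already named left 25.2% vascular-like cells in the cortex and 18.4% in the hippocampus. The small difference therefore arose in the new clustering and naming, not in the loss of these cells. For each vascular-like cell there were 1.85 ± 0.0502 microglia-like cells in the cortex and 2.37 ± 0.0317 in the hippocampus. This order changed under 2 of the 11 settings, with 2.26 in the cortex and 2.15 in the hippocampus without such barcodes, and 2.16 and 2.13 without integration. Counting the unnamed clusters closest to endothelial cells as vascular gave vascular shares of 27.5% in the cortex and 20.4% in the hippocampus. With 1 biological sample per preparation, the difference between preparations could not be set against the spread between animals.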

## Data availability

The accession numbers for the single-cell RNA-seq data reported in this paper are GEO: GSE270158 for cerebral cortex of three-week-old mice and the hippocampus of five-week-old mice; and GSE197360 for cerebral cortex of nine-week-old mice.

## CRediT authorship contribution statement

**Efthalia Preka:** Writing – review & editing, Writing – original draft, Visualization, Validation, Methodology, Investigation, Formal analysis, Data curation. **Alejandro Lastra Romero:** Writing – review & editing, Writing – original draft, Methodology, Data curation. **Ying Sun:** Writing – review & editing, Visualization, Validation, Methodology, Data curation. **Yara Onetti Vilalta:** Writing – review & editing, Methodology. **Thea Seitz:** Writing – review & editing, Writing – original draft. **Adamantia Fragkopoulou:** Writing – review & editing, Writing – original draft, Supervision. **Christer Betsholtz:** Writing – review & editing, Supervision. **Ahmed M. Osman:** Writing – review & editing, Writing – original draft, Supervision, Methodology, Investigation, Conceptualization. **Klas Blomgren:** Writing – review & editing, Writing – original draft, Supervision, Project administration, Methodology, Investigation, Funding acquisition, Conceptualization.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

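Single-cell RNA sequencing (scRNA-seq) data of 2 of the paper's preparations were re-analysed, prep 1 from the cortices of mice aged 3 weeks and prep 3 from the hippocampi of mice aged 5 weeks. In each, 3 female mice were pooled into 1 suspension that was sequenced as 3 technical replicates, so there were 6 libraries but 1 biological sample per condition. Region, age and preparation change together between the 2. Prep 2 was not analysed here. No comparison between preparations was tested, and no p-value was computed.

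For each library the authors deposited raw counts of unique molecular identifiers (UMIs) per gene and barcode, not normalized, as a sparse matrix with its gene and barcode lists. The paper states Cell Ranger 5.0.1 with the mouse genome mm10, whereas the headers of the matrices name version 3.0.1 for prep 1 and 3.1.0 for prep 3. The deposited counts list 31053 genes for prep 1 and 27998 for prep 3, with 27514 identifiers in both, 3539 only in prep 1, 484 only in prep 3, and 1027 shared identifiers under another symbol. Barcodes had already been called as cells, with a lowest total of 500 UMIs, and no filter on genes, mitochondrial UMIs or doublets had been applied. Library totals ranged from 39662203 to 50024850 UMIs, and the smallest class named held 22 cells.

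The main settings were taken from the paper's methods, with 2 of its steps left out. The paper scaled the data using Pearson residuals, where log-normalized values were scaled here, and it annotated clusters with SingleR besides markers, where marker lists alone were used here. Genes found in at least 3 cells and barcodes with 250 to 6000 genes and under 25% mitochondrial UMIs (15% for vascular cells) were kept. Counts were log-normalized to 10000, 2000 variable genes per library were chosen, the libraries were integrated by canonical correlation analysis over 30 dimensions, the mitochondrial percentage was regressed out, and cells were clustered on 30 principal components at a resolution of 0.5. Seurat 5.3.0 with R 4.3.3 and Matrix 1.6.5 was used, where the paper names Seurat 3.0.0. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9. Doublets were scored per library with Scrublet and called at 0.8% per 1000 barcodes, and called doublets were kept unless stated. Gene coordinates and exon overlaps come from GENCODE release M21 on GRCm38.

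Clusters were named from marker lists of 16 cell types fixed before the data were examined, as were the main settings and most alternatives. Markers were matched by symbol. The counts of prep 3 do not list the symbols *Igkc*, *Ighm* and *Trbc2*, and those of neither preparation list the symbol *Ecrg4*. Fewer of the listed symbols were thus matched for B cells, T/NK cells and epithelial cells. Whether a gene was present under another symbol was not examined for these markers. A marker counted when it was found in at least 20% of a cluster's cells and was at least 2 times higher than in the other cells, with 5 CPM (UMIs scaled by all UMIs of the same cells) added to both sides. A cluster stayed unnamed with fewer than 3 markers, with more markers of another class than of its own among its 10 leading genes, or with a median UMI count under 1/3 of its library's and none of its markers among those 10. The tally of leading genes leaves out genes found at about the same share in every cluster, and how to count them was left open beforehand. The rule was revised once after the first names had been seen, so there were 2 versions. The first version left out genes within 20 percentage points over clusters and did not count segment markers as endothelial. The one used leaves out genes whose highest share of cells is under 2 times the median over clusters and counts segment markers as endothelial. The naming of vascular subclusters was also changed after the first output, from the fold within the vascular cells, which left most of them unnamed, to the fold over all other cells. The naming recovered 17 of 17 simulated clusters. These were made by raising the listed markers of 1 type, or of none, without mixed types or doublets. The result shows that the rule works on such clear clusters, not on mixed ones.

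Shares of cells are given with the SD over the 3 technical replicates and exact Clopper-Pearson intervals at 95%. Both describe technical and counting error, not the spread between animals. To compare shares of cells with a UMI, cells were thinned to 1000 UMIs and shallower cells were left out. The similarity of libraries was measured as the Pearson correlation across genes of log2(CPM + 1), for genes with at least 10 UMIs. For the overlap of regions, the 6 libraries were integrated over shared identifiers. Expression of microglia-like, endothelial-like and astrocyte-like cells was compared between the preparations by the log2 ratio of CPM from summed UMIs with an exact Poisson interval. Tested on simulated data made from the cortical totals, 95.3% of these intervals held the true ratio over 2851 genes, of which 200 were changed, with a largest error of 0.21 on the log2 scale for the changed genes.

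The genes named are those the paper names, the lists fixed beforehand, and by rule the 5 genes with the largest log2 ratio in each direction per cell type. The rule asked for at least 50 CPM in one preparation, at least 50 UMIs in total, and all libraries of one preparation above all of the other. For microglial subclusters it took the 5 genes with the largest ratio to other microglia at 100 CPM or more. Other leading genes of a cluster were named after their values had been seen. The lists were 26 genes of ex vivo activation, and lists for the cell cycle, the interferon response, phagocytic or white matter associated microglia, sex, haemoglobin and myelin.

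The alternatives changed the mitochondrial and gene limits, the removal of doublets, the integration, the resolution, the number of principal components, the genes used for clustering, the classing of single cells by their own markers, the pseudocount and gene filter of correlations, the scaling of ratios and the depth of thinning, and left out each replicate in turn. Added after seeing the data were the removal of barcodes found in more than 1 library of a preparation, the removal of barcodes with over 50% haemoglobin UMIs, the first version of the naming rule, and the haemoglobin shares with a replicate left out.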

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

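In this part, the tests of erythrocytes and empty droplets over all cortical barcodes with few genes, and of swapping over all shared barcodes, were set before their results were seen, and the other tests were chosen only after the result was seen.

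Barcodes that the quality filters remove are not described in the paper, and in the cortex many of them carried haemoglobin RNA. More than 50% of the UMIs were from haemoglobin genes in 19.4% of the cortical barcodes and 0.567% of the hippocampal ones. Of the 3862 cortical barcodes with fewer than 250 genes, 84.5% were of this kind, against 22.1% of 353 in the hippocampus. Empty droplets with free RNA would carry the mixture of all cells. The tables argue against this, since the median haemoglobin share of these barcodes was at least 94.6% in every cortical library. The other 597 cortical barcodes with few genes are not explained by empty droplets either, since their median mitochondrial share was 94.8%, against 5.37% in cells kept. The haemoglobin barcodes are consistent with erythrocytes left after perfusion. Why they were common in one preparation and rare in the other stays open, because perfusion, region and age changed together and each preparation is 1 biological sample.

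Erythroid-like clusters of 224 and 96 cells, together 2.40% of the cortical cells kept, are a class that the paper does not report for prep 1. Of these 320 cells, 87.5% also carried at least 3 markers of another cell type. With the erythroid type left out of the choice, in the larger cluster 53.1% were microglia-like and 26.8% glial-like by their own markers, and in the smaller one 96.9% were vascular-like. With it among the choices, 19.8% of the 308 cells of both clusters that could be classed were erythroid-like. Droplets in which haemoglobin RNA or an erythrocyte met another cell could give these values. Scrublet called 0.893% of the larger cluster doublets, and 8.33% of the smaller one. Per cortical library, 3.66% to 3.85% of the scored barcodes were called. Barcodes below the lower limit on genes were not scored, and these included 3265 of the 3482 cortical haemoglobin barcodes. Few erythrocytes were thus among the scored barcodes, so the calls cannot decide whether an erythrocyte shared these droplets. An even background of haemoglobin RNA is argued against by the median haemoglobin shares. They were 67.7% in the larger cluster and 46.0% in the smaller, against at most 0.0239% per cortical library in barcodes with enough genes. With barcodes of over 50% haemoglobin UMIs left out, the erythroid-like share was 0.603%, and without replicate 3 it was 1.61%. No other explanation of these clusters was tested.

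The same barcode occurred in more than 1 hippocampal library for 339 barcodes, of which 248 were in all 3 libraries. The paper does not report on this. Pairs of hippocampal libraries shared a median of 274 barcodes, pairs of cortical libraries 16 and pairs from different preparations 8, which argues against chance. Molecules carried from a deep barcode of one library into another would leave each shared barcode with 1 deep copy. Only 25.4% had a copy at least 20 times deeper than the least, so this cannot be the source of all of them. For the 86 barcodes that had, it remains a candidate explanation. Of their 111 pairs of copies, 99.1% were of the same class, above the highest value of 64.0% among 1000 permutations. The other 253 barcodes had no copy that much deeper. Of their 558 pairs, 95.7% were also of the same class, above a highest permuted value of 80.3%. Agreement of class therefore does not single out swapping. If swapping acts on all barcodes alike, a rate high enough to leave copies within 20 times of each other would give barcodes of at least 10000 UMIs a copy of 500 UMIs or more in another library. Of 3644 such barcodes in the hippocampus, 2.66% occurred in another library, which argues against swapping as the source of these 253. The UMI numbers of their copies correlated with r of at least 0.95 between libraries, over 189 barcodes found in all 3, above the highest value of 0.829 among 1000 permutations of the copies under the same limit of 20 times. This is consistent with 1 set of molecules that reached all 3 libraries from a source outside them, which could not be traced further with these data. Most of their named copies, 84.0%, were epithelial-like.

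Genes of ex vivo activation, such as *Fos*, *Jun* and *Atf3*, which the paper does not discuss, took 1.31% ± 0.0465 (SD, n = 3 technical replicates) of the microglial UMIs in the cortex and 1.46% ± 0.0310 in the hippocampus, with cells thinned to 1000 UMIs. *Jun* was found in 85.2% of the thinned cortical microglia-like cells and 11.0% of the astrocyte-like cells, at median depths of 5461.5 and 6509 UMIs (95.7% and 39.2% without thinning), so it is above the level of free RNA. In the cortex, damage to the cells is not supported as the source. The microglia-like cells in the third with most mitochondrial UMIs had at most 0.989 times the activation share of the third with least. In the hippocampus this ratio was at least 1.13 in each library, so damage may contribute there, but the third with least mitochondrial UMIs still had 1.38% to 1.46%. No sample prepared without the enzymatic step was analysed here, so activation during the isolation and activation in the animal were not separated, and age and region stay untested.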

How the results depend on the processing

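The alternatives that left out shared barcodes or haemoglobin barcodes, and the first version of the naming rule, were chosen after seeing the data. Over 24 results that bear on a conclusion, 228 values were recomputed, of which 143 stayed within 1 SD between technical replicates (or, for counts, within 1.5 times) and 85 moved. Apart from the correlations of replicates, which stayed positive, these are shares, counts and sizes without a sign that could not reverse. The order of classes did change, as given below. Of the 377 values of 36 other results, 293 stayed and 84 moved, 40 of these being log2 ratios of single genes, none of which changed sign. A further alternative left out genes at least 10 times higher in another cell type. For a single gene it repeats the main ratio, so such values are counted as stayed by construction. The genes of the lists fixed beforehand are not in this count. Some of them did change sign, such as *Lgals1* in microglia-like cells, from 0.89 to a lowest value of -0.31. The causes of the shifts below were not tested, except that stricter limits keep fewer cells by construction.

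A mitochondrial limit of 15% kept 68.7% of the cortical and 88.9% of the hippocampal barcodes, and a limit of 10% kept 59.8% and 80.8%. At least 500 genes kept 71.9% and 86.2%, and no upper limit on genes 75.4% and 95.1%. With the limit of 15%, the cortical shares were 49.6% microglia-like, 26.6% vascular-like and 15.9% glial-like, and the hippocampal ones 44.7% microglia-like and 18.5% vascular-like. With at least 500 genes, they were 47.5%, 22.8% and 20.2% in the cortex and 45.9%, 19.9% and 24.1% in the hippocampus, where the epithelial-like share was 1.91%.

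Without integration, microglia-like and vascular-like shares were 44.1% and 20.4% in the cortex, and vascular-like and glial-like shares 19.2% and 25.4% in the hippocampus. A resolution of 0.2 gave 20.9% vascular-like cells in the cortex and 18.6% in the hippocampus. A resolution of 1.0 gave 46.0% microglia-like and 23.6% vascular-like cells in the cortex, and 19.2% vascular-like and 17.4% glial-like cells in the hippocampus. With marker genes left out of the clustering, the cortex had 44.4% microglia-like and 22.4% vascular-like cells, and the hippocampus 19.7% vascular-like and 23.8% glial-like cells. By the markers of single cells, microglia-like and vascular-like shares were 47.4% and 27.2% in the cortex and 43.7% and 19.7% in the hippocampus. Microglia-like cells stayed the largest class in both preparations under all 14 alternatives. The order of vascular-like and glial-like cells was less stable, with the glial-like share the larger under 3 of 14 in the cortex and 13 of 14 in the hippocampus.

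Without barcodes found in more than 1 library, vascular-like cells were 20.6% in the cortex and 20.0% in the hippocampus, where microglia-like, glial-like and epithelial-like cells were 43.1%, 23.9% and 1.99%. Dropping these barcodes without a new clustering left 25.2% vascular-like cells in the cortex and 18.4% in the hippocampus. Without barcodes of over 50% haemoglobin UMIs, vascular-like cells were 22.6% in the cortex and 19.2% in the hippocampus. The first version of the naming rule gave 23.3% vascular-like cells in the cortex, since it left a cluster of 241 endothelial cells unnamed.

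Leaving out each replicate in turn gave, over the 3 fits, from 43.9% to 46.5% microglia-like, 21.0% to 25.0% vascular-like and 20.5% to 21.2% glial-like cells in the cortex, and 18.3% to 19.4% vascular-like and 22.3% to 23.7% glial-like cells in the hippocampus. The neuron-like share of the cortex, 0.758%, was 0% without replicate 2 and 1.11% without replicate 1. The macrophage-like share of the cortex, 0.646%, was 1.33% without replicate 1, 3.06% with marker genes left out of the clustering, 1.61% with the mitochondrial limit of 15%, 1.43% without integration, 1.26% without barcodes found in more than 1 library and 1.25% at a resolution of 0.2. That of the hippocampus, 1.03%, was 2.48% at a resolution of 0.2, 1.67% with at least 500 genes, 1.67% without barcodes found in more than 1 library and 1.58% without haemoglobin barcodes. The cortical erythroid-like share, 2.40%, was 1.61% without replicate 3, 4.80% with marker genes left out of the clustering, 5.11% without barcodes found in more than 1 library, 0.603% without haemoglobin barcodes and 0.533% by the markers of single cells. In the same fits, endothelial-like cells were 77.4% to 81.8% of the vascular cells, pericyte-like cells 9.07% to 10.3% and VSMC-like cells 4.89% to 5.73%. The mean Pearson correlation of replicates was 0.994 to 0.997 in the cortex and 0.998 in each such fit in the hippocampus.

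The microglial subclusters numbered 7 at a resolution of 0.1 and 7 at 0.2. Among vascular cells, a mitochondrial limit of 25% gave 76.0% endothelial-like and 5.04% pericyte-like cells. A resolution of 0.2 gave 76.6% endothelial-like, 4.99% VSMC-like and 3.96% fibroblast-like cells, and a resolution of 1.0 gave 76.6% endothelial-like and 3.90% pericyte-like cells. With called doublets removed, endothelial-like, VSMC-like and fibroblast-like cells were 82.0%, 5.10% and 2.81%.

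The mean correlation of the cortical replicates was 0.997 with a pseudocount of 10 CPM, 0.998 over all genes and 0.994 over genes with at least 100 UMIs. In the hippocampus these were 0.999, 0.999 and 0.997, and the Spearman correlation was 0.997. The share of cells in mixed clusters was 75.9% without integration. Activation genes took 1.36% of the cortical microglial UMIs without thinning.

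No paired analysis was possible because no result comes from a test and the replicates of both preparations share only a number, being technical replicates of 2 suspensions. The 1 biological sample per condition limits every comparison between the preparations, whatever the depth. Depth per cell bears on the shares as well. The unnamed cortical cluster of low UMI counts closest to endothelial cells held 2.39% of the cells, and counted as vascular it gives a share of 27.5% in place of 25.2%.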

Differences from the paper's values

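No difference in this part was tested for its cause, and of the settings named the first version of the naming rule and the removal of haemoglobin barcodes were chosen only after the result was seen. Of 23 values compared with the paper's, 3 differed by more than 1.5 times and by more than the SD between replicates.

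No cortical cluster was named monocyte-like (0%), against the paper's value of about 0.5% in Fig. 2D, read by eye. Of the alternatives set before the data were examined, 6 gave a share that did not differ in this sense. They were a mitochondrial limit of 15% (0.470%), at least 500 genes (0.450%), called doublets removed (0.445%), no integration (0.435%), marker genes left out of the clustering (0.435%) and classing by the markers of single cells (0.480%). The other resolutions and the fits without a replicate gave 0%. A share of 0.608% under the first version of the naming rule and of 0.611% without haemoglobin barcodes also did not differ, and both were chosen after seeing the values.

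In the hippocampus the monocyte-like share was 0%, against the paper's about 1.4% in Fig. 3E, read by eye. None of the alternatives set before the data were examined closed the gap, the nearest being 0.218% by the markers of single cells. The first version of the naming rule, chosen after seeing the values, gave 1.45%.

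The cortical microglia-like cells formed 12 subclusters, against the paper's 5. Of the alternatives set before the data were examined, resolutions of 0.1 and 0.2 gave 7 subclusters, which is within 1.5 times the paper's number. The others gave 9 to 15, and no setting gave 5.

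The paper states that the populations of the cortex were all captured in the hippocampus too. Here, B-like, T/NK-like and erythroid-like clusters were named in the cortex, at 0.203%, 0.165% and 2.40% of the cells, and no hippocampal cluster received one of these names. By the markers of single cells, 0.0844% of the hippocampal cells were B-like, 0.197% T/NK-like and 0.0211% erythroid-like. The hippocampal counts do not list the B-cell markers *Igkc* and *Ighm* and the T/NK marker *Trbc2*. When all 6 libraries were integrated, a cluster with T/NK markers that also had the B-cell gene *Cd79a* among its leading genes held 50 cortical and 41 hippocampal cells, which is not a count of T/NK-like cells alone. The integrated erythroid-like cluster held 192 and 15. Erythroid-like and B-like clusters are not among the classes that the paper lists for prep 1.

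The paper places vascular cells next to microglia in the hippocampus, level with glial cells. Here, glial-like cells were at 22.7% and vascular-like cells at 17.5%, and at a resolution of 1.0 the vascular-like share was the larger, at 19.2% against 17.4%.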

Other observations

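In this part, the test of too few cortical cells was set before its result was seen, and the other tests were chosen only after the result was seen.

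Epithelial-like and ependymal-like cells were named in the hippocampal preparation only. Too few cortical cells to see them is argued against by the integrated clusters, in which the counting interval reaches at most 0.25% of the cortical cells for the epithelial-like and 0.0542% for the ependymal-like clusters, against 5.81% and 1.48% of the hippocampal cells under their own names. Shared barcodes are not the whole source either, since 1.99% of the hippocampal cells were still epithelial-like without them. The choroid plexus gene *Ttr* was at 272, 96.2 and 15.9 CPM in the cortical libraries and between 16866 and 25248 in the hippocampal ones. Where these cells came from was not tested, and region, age and preparation stay open.

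Within each cell type, gene expression was compared between the preparations as a description, with no test. The median absolute log2 ratio was 0.16 over 3306 genes in microglia-like cells, 0.20 over 3752 in endothelial-like and 0.29 over 3256 in astrocyte-like cells. Between 2 technical replicates of the same preparation it was 0.04 to 0.10, 0.06 to 0.11 and 0.07 to 0.12, over 6 pairs for each cell type. In microglia-like cells, *Tonsl* (log2 ratio 6.74), *Srp54c* (5.67), *Gm45902* (4.22) and *Sept2* (3.46) were the genes furthest above in the hippocampus, together with *Gm49342*, with 18564 UMIs in the hippocampus and 0 in the cortex. Genes were matched by identifier and carry the symbol of the cortical counts. The hippocampal counts list *Gm49342* as *Pnp*, *Gm45902* as *Hspa14*, *Srp54c* as *Srp54b* and *Gm45837* as *Pde2a*, so their UMIs there were counted under those names. *Hbb-bt* (-5.04), *Hbb-bs* (-3.89), *Gm6277* (-3.87), *Ncoa4* (-3.80) and *Hba-a1* (-3.58) were furthest below. In endothelial-like cells, *Ttr* was at 7.96, *Fbxl7* at -6.74, *Foxl2* at -5.90, *Kctd17* at -4.75 and *Apln* at -3.42, and *Gm45837* had 2306 UMIs in the hippocampus and 0 in the cortex. In astrocyte-like cells, *Nnat* was at 4.26, *Nr2f2* at 3.49, *Timm8a1* at -5.42, *Rnf180* at -3.67 and *Pgk1* at -3.58.

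Part of these ratios may come from the gene annotations, which differ between the preparations. Of 26 microglial genes whose exons overlap a gene listed for the cortex only, 26.9% had an absolute log2 ratio over 1, against 1.89% of 3279 genes that overlap none. In endothelial-like and astrocyte-like cells the shares were 35.3% of 34 genes against 2.50%, and 32.1% of 28 against 3.75%. *Gm49342*, *Gm45837*, *Gm45902*, *Sept2* and *Tonsl* are such genes, so their ratios are uncertain. The same holds for *Srp54c*, whose symbol differs between the annotations. For the 89.9% of the 69 microglial genes over 1 that overlap no such gene, other effects of the annotations cannot be told apart from region, age and preparation, because every library of a preparation was counted against the same annotation. Free RNA of other cell types is a candidate explanation for a further part. Among the 69 genes, 10.1% were at least 10 times higher in another type, against 2.13% of the other genes. In endothelial-like cells these were 21.9% and 2.88%, and in astrocyte-like cells 20.8% and 5.37%. A biological difference by region or age stays open as untested.

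Of the lists fixed beforehand, the 12 cell cycle genes, matched by identifier because the hippocampal counts list *Pclaf* under another symbol, took 0.0478% of the microglial UMIs in the cortex and 0.0439% in the hippocampus, interferon-response genes 0.0275% and 0.0260%, and genes of phagocytic or white matter associated microglia 0.430% and 0.447%. Each of these differences between list sums in microglia-like cells was smaller than the larger SD between replicates. The last sum rests mostly on *Apoe*, *Cd9* and *Ctsb* and hides genes that went different ways. With every hippocampal library above every cortical one, the log2 ratio was 0.65 for *Lpl*, 0.94 for *Itgax*, 0.25 for *Cd9*, 1.86 for *Lgals3* and 0.89 for *Lgals1*. *Ctsb* was at 0.04 and *Apoe* at -0.17. *Lgals3*, *Lgals1* and *Apoe* were at least 10 times higher in another cell type. Over other scalings, thinning, doublet removal and replicates left out, the lowest ratios were 0.48 for *Lpl*, 0.76 for *Itgax*, 0.20 for *Cd9* and 1.60 for *Lgals3*, while *Lgals1* and *Ctsb* fell to -0.31 and -0.02. These single genes were picked out after their values had been seen, and region, age and preparation stay open. In the cortical subclusters, interferon-response genes reached 0.282% of UMIs in subcluster 8, phagocytic genes 1.01% in subcluster 5, and activation genes 4.46%, 3.17% and 3.88% in subclusters 4, 6 and 12. With the activation genes left out of the clustering, 87.2% of the cells of subcluster 4 and 92.4% of those of subcluster 6 still fell in 1 cluster, while subcluster 12, with 26 cells, was spread over 4 clusters, with 57.7% in the one that also held most of subcluster 4. Myelin genes took 0.148% of the UMIs of all cells kept in the cortex and 1.88% in the hippocampus, and 0.0111% and 0.0310% in microglia-like cells. Haemoglobin genes took 2.84% and 0.143% of the UMIs of the cells kept. Among the sex genes, *Xist* was between 1333 and 1517 CPM in the 6 libraries, and each Y-linked gene of the list had at most 8 UMIs per library, from mice that the paper describes as female.

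In endothelial-like cells the interferon-response list differed more between the preparations than in microglia-like cells, which was noticed after the values had been seen. All 10 genes were higher in the hippocampus, with every hippocampal library above every cortical one. The log2 ratios ranged from 0.41 for *Rtp4* to 1.30 for *Irf7*, 1.70 for *Ifit2* and 1.81 for *Ifit3*, and the summed level was 1955 CPM in the cortex and 3302 in the hippocampus. Scaling and depth are argued against, since the lowest ratio of any of these genes was still 0.31 under another scaling, after thinning, without called doublets or with a replicate left out. Free RNA would raise other cell types too, whereas the summed level of astrocyte-like cells changed by -0.342 CPM. The gene annotations are the same for all cells of a preparation, yet each gene had a higher ratio in endothelial-like than in microglia-like cells, by at least 0.54 on the log2 scale. Region, age, the makeup of the endothelial-like cells and the handling of each preparation stay open as untested, with 1 biological sample each.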
